A study of Mus musculus with 5 samples. Its data were reported in "Dynamic Gene Regulatory Networks Drive Hematopoietic Specification and Differentiation" (2016).

How the data were processed

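DNaseI-seq maps DNaseI hypersensitive sites (DHSs), the stretches of chromatin that are open enough for the nuclease DNase I to cut. It was carried out on 5 populations obtained by in vitro differentiation of a mouse embryonic stem (ES) cell line of strain 129, which carries a GFP reporter of the mesodermal gene Brachyury (Bry). The populations were mesoderm (MES, Bry:GFP+ and Flk1-), hemangioblasts (HB, Bry:GFP+ and Flk1+), hemogenic endothelium (HE, Tie2+, cKit+ and CD41-), hematopoietic progenitors (HP, CD41+) and macrophages (MAC, CD11b+). Each population was 1 sample, so n = 1 per stage and no replicate error can be given. The label of the MAC sample names 2 replicates together, and only 1 list was analysed for it. ES cells themselves were not analysed here.

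According to the methods of the study, the authors trimmed the reads with CutAdapt, aligned them to the mouse genome build mm10 (GRCm38) with Bowtie, kept uniquely placed reads, removed duplicates with Picard and called sites with DFilter in bins of 100 bp. Versions were not stated. The deposited values are start and end positions in base pairs, with no score, height or read count beside them. Every deposited interval had a length that was a multiple of 100 bp, and no list held a repeated interval. Totals of aligned reads were not used here. Depth is therefore unknown from these values, no floor on detection can be given, and a longer list may come from deeper sequencing, a more permissive call or more open chromatin. The absence of a site means that no site was listed, not that the chromatin was closed. Positions of the peak summits were not used here, and the middle of each interval took their place. Width was the only property of a site by which the lists could be made stricter.

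The reference was GRCm38.p6, whose primary chromosomes are those of mm10, and no deposited interval ran past the end of a chromosome. Transcription start sites (TSS) came from RefSeq. Protein-coding TSS were those of curated mRNAs, at 25999 positions for 21000 genes, and all annotated transcripts gave 79154 positions.

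Following the rule of the study, each site was set to a window of 500 bp around its middle, and windows of any stage that overlapped by at least 125 bp were merged. A merged region was called open in a stage if it held a window of that stage. The open stages of a region form its pattern, of which 31 are possible. The share of regions of a single list is given with a 95% Wilson interval, which covers counting error only. Regions were called promoter within 2 kb of a protein-coding TSS, proximal up to 20 kb and distal beyond, by their centre. Random places, as many per chromosome as there are regions, gave the background, drawn beyond the first 3.1 Mb of each chromosome and leaving out those whose window held unsequenced bases. A region was called CpG-rich if its central 500 bp had a GC share of at least 0.5 and a ratio of observed to expected CpG of at least 0.6. The 4 merged regions on the mitochondrial chromosome entered neither of these annotations nor the motif counts.

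Shared regions of each of the 10 pairs of stages were compared with the number expected from the hypergeometric distribution, with the merged set as the universe, a two-sided test and Benjamini-Hochberg adjustment over the 10 pairs. The sequence of the stages was compared with all 60 distinct orders of 5 stages in 2 exact permutation tests, both one-sided: the mean Jaccard index of neighbouring stages (shared regions divided by regions open in either stage), and the number of regions open in 2 to 4 stages whose open stages were consecutive. The smallest p these tests allow is 0.0167. Stages were clustered by average linkage on the Jaccard index.

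Motifs were 17 fixed consensus sequences, searched on both strands in the central 500 bp of the 52345 regions over 2 kb from a protein-coding TSS. In each of the 20 ordered pairs of stages, regions open in the first and not in the second stage formed a set. Relative enrichment was the share of a set with the consensus divided by the share over all 20 sets, as the study defined it, and its z-score came from 1000 seeded random draws of the same size from all such regions. A motif was called higher or lower in a stage if the z-score passed 3 in the same direction in all 4 sets of that stage. The sets of a stage overlap, and z-scores describe the lists, not replicated conditions. De novo motifs with position weight matrices, which the study used, were not rebuilt, so the counts here are for exact matches to a consensus.

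A promoter of a gene was called open in a stage if a site came within 1 kb of any annotated TSS of the gene. Genes named in the text were fixed before the data were examined: the 16 transcription factor genes that the study profiled, the genes of the sorting markers, Csf1r, Yap1 and Tead1 to Tead4, all merged regions from 10 kb upstream to 50 kb downstream of the Tal1 TSS, and for each stage the 3 protein-coding genes with most regions open in that stage only, over 2 kb and up to 100 kb from their TSS. The motif and stage combinations named in the text were picked after their values were seen.

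Alternatives fixed before the data were examined were: deposited intervals merged where they overlapped by at least 1 bp, window overlaps of at least 1 bp or at least 250 bp, sites at or above the median width of their list, lists thinned at random to the length of the shortest list (median of 100 seeded draws), autosomes, a promoter limit of 1 kb, TSS of all annotated genes, a stricter CpG definition (GC share 0.55 and ratio 0.75), a window of 200 bp, the reversed consensus as a negative control, random draws matched on GC content in 10 classes, a limit of 20 kb for motif regions, regions open in a single stage, and a promoter reach of 2 kb or 100 bp. Chosen after the data were seen were: the widest sites of each list up to the length of the shortest list, an expected overlap taken from regions open in a stage outside the pair, and clustering on the correlation of interval overlap percentages.

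The scripts were tested on simulated data. All of 20000 simulated regions were given their true pattern (100%). Their middles were shifted too little to break a merge, so this recovery was fixed in advance. A simulated chain of stages ranked 1 of 60 in both order tests. In the permutation test of the mean Jaccard index, 2% of 100 simulated unordered sets of lists reached an order p under 0.05. Those lists were independent and of equal expected length. The test of consecutive stages had no simulation of unordered lists. Independent simulated lists gave a mean fold of 0.999 over the expected overlap. That simulation kept regions open in no stage, which the merged set lacks, so it did not check the effect of that universe. Among 4000 simulated sequences a planted TEAD consensus was called in its stage, with 0 calls for the 2 motifs tested that were not planted. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.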

Results

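To follow how open chromatin changes as mesoderm becomes blood, DHSs were listed at 5 sequential stages of ES cell differentiation, MES, HB, HE, HP and MAC, with 1 list per stage. The lists were unequal in length. MES had 21949 sites, HB 24729, HE 33305, HP 17734 and MAC 37456. They also differed in the width of a site. The median width was 800 bp in MES, 900 bp in HB, 1200 bp in HE, 900 bp in HP and 600 bp in MAC, so the HE list covered 40.6 Mb with fewer sites than the MAC list, which covered 22.8 Mb. MES, HB and HP sites covered 17.0, 23.2 and 15.4 Mb. The lists hold no read counts and totals of aligned reads were not used here, so the depth behind each list is unknown from these values. With 1 list per stage no difference between stages could be compared with a spread between replicates.

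To determine which sites are shared between stages, the 135173 sites were merged into 68846 regions, each with a pattern of open stages. Regions open in a single stage made up 60.2% of all regions (41444), and 9067 regions (13.2%, 95% Wilson interval 12.9 to 13.4) were open in all 5 stages. The remaining 18335 regions were open in 2 to 4 stages. The most frequent pattern was MAC only, with 21375 regions (31.0%, interval 30.7 to 31.4), followed by HE only with 11797 regions (17.1%, interval 16.9 to 17.4). HB only, MES only and HP only counted 3890, 2823 and 1559 regions. MAC-only regions were 51.6% of all single-stage regions and 57.1% of all regions open in MAC, whereas HP-only regions were 8.79% of the regions open in HP. Among these counts, that of regions open in all 5 stages moved most, to 1328 with lists thinned at random to the length of the HP list. HP-only regions fell to 324 with sites at or above the median width of each list. They rose to 3188 with lists thinned at random to the length of the HP list. With the widest sites of each list up to that length they numbered 3249.

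**Figure D1:**
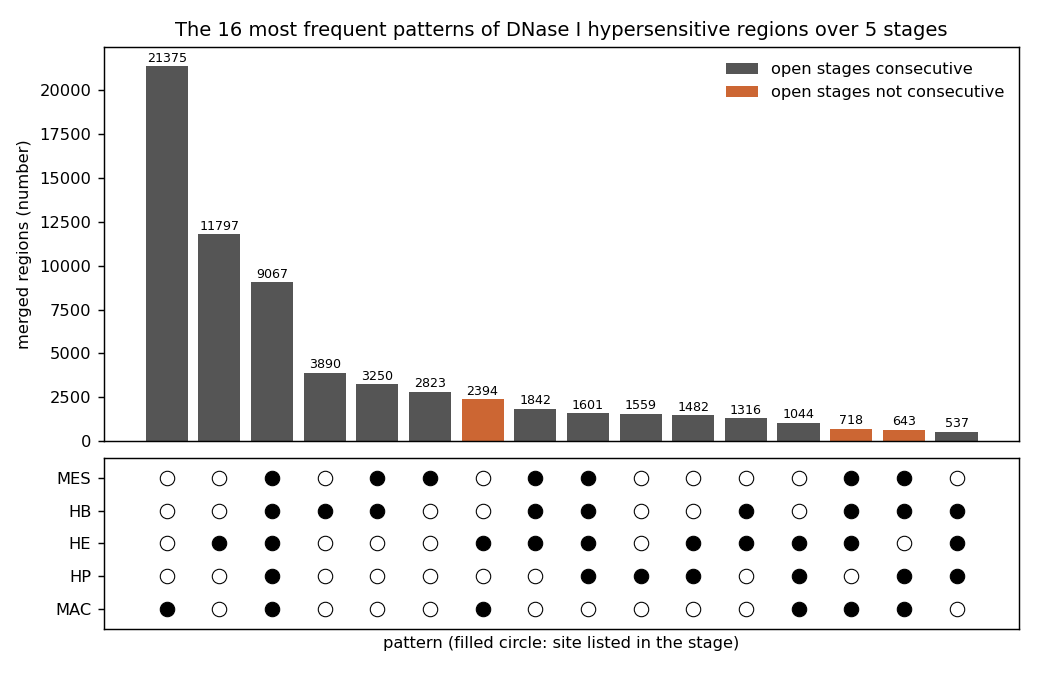
Number of merged regions (vertical axis) for the 16 most frequent patterns, with the open stages of each pattern shown as filled circles and bars coloured by whether these stages were consecutive. MAC only (21375), HE only (11797) and open in all 5 stages (9067) are the 3 most frequent patterns, and HE and MAC without HP (2394) is the most frequent one with a gap.

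Among regions open in 2 to 4 stages, the pattern MES and HB was the most frequent with 3250 regions. HE and MAC without HP came next with 2394 regions, more than HE, HP and MAC (1044) or HP and MAC (409). With lists thinned at random to the length of the HP list, the median for HE and MAC was 647 regions, against 413 and 597. Over the draws, HE and MAC (582 to 692) and HP and MAC (551 to 652) had overlapping ranges. With the widest sites of each list up to the length of the HP list, 440 regions were open in HE and MAC. That compared with 498 in HE, HP and MAC and 491 in HP and MAC. Both alternatives leave the HP list whole and shorten the others, so they cannot decide the order of these patterns. MES, HB and HE counted 1842 regions, MES to HP 1601, HE and HP 1482, and HB and HE 1316. Of the patterns that lack a single inner stage, 718 regions lacked only HP, 643 only HE and 98 only HB. The order of HP and HE depended on the merging of sites: with windows merged at an overlap of at least 250 bp, 624 regions lacked only HP and 1102 only HE, and with deposited intervals 852 lacked only HP and 190 only HE.

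The study described most patterns as continuous over neighbouring stages. This was tested by exact permutation of the stage order. Of the regions open in 2 to 4 stages, 64.6% (11842) were open in consecutive stages, against a median of 6146 regions over the 60 possible orders. With lists thinned at random to the length of the HP list, the share was 49.3%, and with the widest sites of each list up to that length it was 68.8%. The sequence of the stages ranked 2 of 60 (exact permutation test, one-sided, p = 0.0333), behind an order with HP placed before MES, which gave 11981 regions. The rank depended on the lists. With deposited intervals in place of windows it was 3 of 60 (exact permutation p = 0.05), and with lists thinned at random to the length of the HP list it was 12 of 60 (exact permutation p = 0.2). With the widest sites of each list up to that length it was 2 of 60 (exact permutation p = 0.0333). By the overlap of neighbouring stages, the sequence did not stand apart. The mean Jaccard index of its 4 neighbouring pairs was 0.413, and 8 of the 60 orders were as high (exact permutation test, one-sided, p = 0.133). The highest mean, 0.426, belonged to the order HE, HB, MES, HP and MAC.

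Next, the overlap of each pair of stages was compared with the number expected by chance within the merged set. MES and HB shared 17886 regions, 2.27-fold over the expected number, with a Jaccard index of 0.621. These were 81.5% of the regions open in MES. HP shared more regions than expected with MES (2.14-fold), HB (2.03-fold) and HE (1.66-fold), and HE did so with MES (1.33-fold) and HB (1.32-fold). MAC shared more than expected with HP (1.22-fold) but fewer with MES (0.947-fold), HB (0.867-fold) and HE (0.782-fold). All 10 pairs departed from the expected number by the hypergeometric test with Benjamini-Hochberg adjustment, the weakest being MES and MAC with a log10 adjusted p of -24.8. This test compares lists of sites and not replicated stages. The merged set holds only regions open in at least 1 stage, which lowers the apparent overlap of long lists. When the expected number was taken from regions open in at least 1 stage outside the pair, MAC shared more regions than expected with MES (1.64-fold), HB (1.52-fold) and HE (1.498-fold). Other alternatives also changed directions. With lists thinned at random to the length of the HP list, the folds of MES and HE (0.945), HB and HE (0.940) and HP and MAC (0.871) fell below the expected number. With sites at or above the median width, that of MES and MAC rose above it (1.11). With the widest sites of each list up to the length of the HP list, MAC shared 1.04-fold the expected number with HE, and its overlap did not differ detectably from the expected number with MES (0.998-fold) or HB (1.002-fold). By direct overlap of deposited intervals, 86.0% of HP sites overlapped an HE site (interval 85.5 to 86.5) and 45.5% of HE sites overlapped an HP site (interval 45.0 to 46.1).

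**Figure D2:**
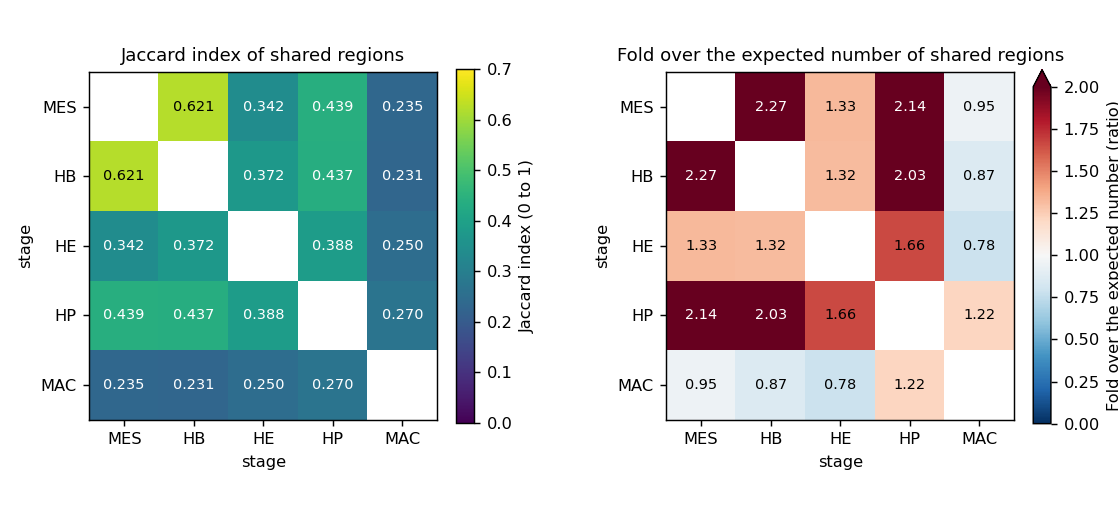
Jaccard index (left) and fold over the expected number of shared regions (right) for each pair of stages, both axes listing the 5 stages. MES and HB have the highest index (0.621), and MAC has indices from 0.231 to 0.270 with the other stages.

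In average-linkage clustering on the Jaccard index, MES and HB joined at 0.621, HP joined them at 0.438, HE followed at 0.367 and MAC came last at 0.247. The methods of the study describe clustering on the correlation of interval overlap percentages. With that measure, added after the data were seen, HE joined HP before either joined MES and HB, as it did under the restriction to the widest sites of each list up to the length of the HP list.

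At each transition between neighbouring stages, regions that opened and closed were counted. From MES to HB, 81.5% of regions were kept (interval 81.0 to 82.0), 6843 opened and 4057 closed. From HB to HE, 63.7% were kept (interval 63.1 to 64.3), 17562 opened and 8986 closed. From HE to HP, 42.9% were kept (interval 42.3 to 43.4), 3462 opened and 19033 closed. From HP to MAC, 66.2% were kept (interval 65.5 to 66.9), 25706 opened and 5996 closed. By arithmetic, opened and closed regions differ by the difference in the number of open regions of the 2 stages, so their balance carries no information beyond the lengths of the lists. The number that moved most was that of regions closed from MES to HB, to 1019 with sites at or above the median width. Of the 25706 regions that opened from HP to MAC, 4331 (16.8%) had been open at an earlier stage than HP. Of the 3462 regions that opened from HE to HP, 1494 (43.2%) had been open in MES or HB. Both numbers depended on the merging of sites. With deposited intervals 2436 regions opened from HE to HP, and with windows merged at an overlap of at least 250 bp 4472 did. The largest part of the 1494, regions that lacked only HE (643), became 190 and 1102. The share therefore does not measure how often regions closed in HE and opened again.

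To describe where the regions lie, each was assigned by the distance of its centre to the nearest protein-coding TSS. Promoter regions made up 52.3% of the regions open in MES (interval 51.7 to 53.0), 47.5% in HB (46.8 to 48.1), 37.2% in HE (36.7 to 37.7), 55.1% in HP (54.4 to 55.9) and 27.7% in MAC (27.3 to 28.2). At random places the promoter share was 3.72%. Of the regions open in all 5 stages, 82.4% were promoters (interval 81.6 to 83.2), 10.1% were proximal and 7.48% were distal. Single-stage regions were promoters in 16.2% (MES), 11.6% (HB), 16.2% (HE), 11.8% (HP) and 6.51% (MAC) of cases. By gene structure, 40.0% of the regions open in all 5 stages had their centre in an exon and 17.2% in an intron, against 3.47% and 49.2% of MAC-only regions. In each of the 5 stages the promoter share moved most with sites at or above the median width, to 75.4% in MES and 41.1% in MAC, whereas that of MAC-only regions moved most with TSS of all annotated genes, to 13.2%.

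The study described sites open at all stages as mostly CpG island promoters. CpG-rich regions made up 78.4% of the regions open in all 5 stages (interval 77.5 to 79.2) and 88.6% of those among them that were promoters. In single-stage regions the CpG-rich share was 11.2% for MES, 7.40% for HB, 8.47% for HE, 3.99% for HP and 0.884% for MAC (interval 0.767 to 1.02). Random places had 0.839% (interval 0.773 to 0.910), so the MAC-only share did not differ detectably from the background. The stricter definition of CpG-rich moved the share of regions open in all 5 stages most, to 56.3%.

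**Figure D3:**
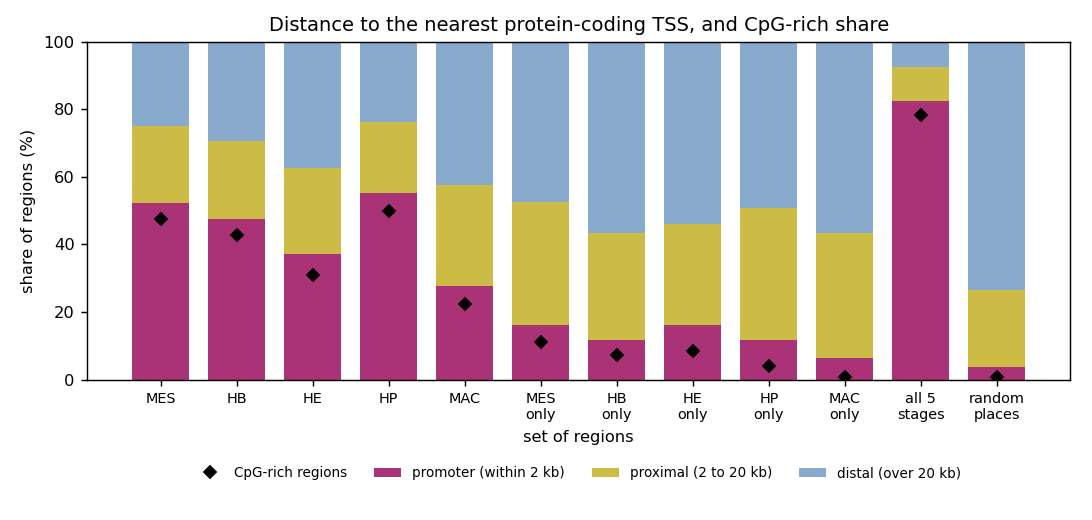
Share of regions in percent (vertical axis) by distance to the nearest protein-coding TSS as stacked bars, with the CpG-rich share as diamonds, for each stage, each single-stage set, regions open in all 5 stages and random places. Promoters are 82.4% of the regions open in all 5 stages and 6.51% of MAC-only regions.

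To find sequence motifs that mark the open regions of a stage, the study compared regions of each stage that were absent from another. The same comparison with 17 fixed consensus sequences gave 85 combinations of motif and stage. Of these, 23 were higher and 26 lower than random draws in all 4 comparisons of the stage. The reversed consensus sequences, which serve as a negative control, gave 10 higher and 10 lower.

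The TEAD consensus RCATTCCW had its highest mean relative enrichment in HB, at 1.45, with z-scores from 13.6 to 22.2. It was also higher in HE, at 1.24 with z-scores from 11.5 to 21.7. In HP the mean was 1.28, but the z-score against HE was 1.93, and in MES the mean was 1.07 with z-scores from -0.964 to 8.37, so neither passed in all comparisons. In MAC it was lower, at 0.610, with z-scores from -29.8 to -27.3. Among regions over 2 kb from a TSS, the share with the TEAD consensus was 13.6% in MES (interval 12.97 to 14.29), 17.0% in HB (16.4 to 17.7), 15.4% in HE (14.9 to 15.9), 15.4% in HP (14.6 to 16.2) and 8.18% in MAC (7.86 to 8.51). The reversed TEAD consensus gave a mean of 0.826 in HB.

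The RUNX consensus TGTGGTY was highest in HP, with a mean relative enrichment of 1.37 and z-scores from 9.18 to 17.0, and higher in MAC at 1.12. It was lower in MES, at 0.757, and in HB, at 0.794. In HE the mean was 0.922 and did not pass in all comparisons. It passed as lower in HE with the central 200 bp (0.843), with sites at or above the median width (0.887) and with regions open in a single stage (0.851). The share of regions with the RUNX consensus was 34.6% in HP-only regions (interval 32.1 to 37.2) and 22.5% over all regions beyond 2 kb. The GATA consensus AGATAA was higher in HB (1.25), HE (1.21) and HP (1.43) and lower in MES (0.720) and MAC (0.773). In MAC, the consensus sequences for PU.1 (1.53), CEBP (1.44) and AP1 (1.28) were higher. The TCF7L consensus was higher in HB at 1.25, and the SOX consensus was higher in HE at 1.28. For SOX in HE (1.19), CEBP in MAC (1.12), AP1 in MAC (1.15) and GATA in MES (0.818), the reversed consensus also passed in the same direction. Its z-scores were lower than those of the true consensus for CEBP (5.02 to 6.07 against 24.1 to 25.6). The same held for AP1 (9.52 to 11.1 against 24.2 to 36.4) and SOX (up to 17.4 against at least 19.7). For GATA in MES the ranges overlapped, at -11.3 to -3.01 for the reversed and -13.5 to -11.1 for the true consensus. The CTCF consensus was higher in MES (2.45) and HB (1.57) and lower in MAC (0.572). In HB the CTCF call was lost with regions open in a single stage, at a z-score of -0.259. The T-box consensus was higher in HB (2.11) and MES (1.78), and the octamer consensus was higher in MES (1.77).

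**Figure D4:**
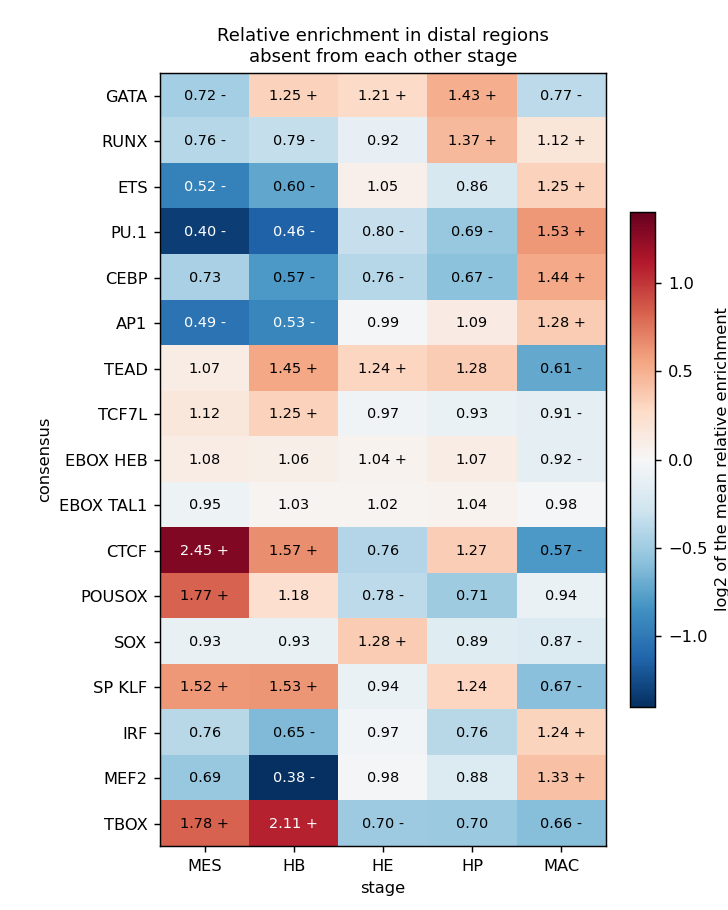
Mean relative enrichment of 17 consensus sequences (rows) in the regions of each stage (columns) that are absent from each other stage, coloured by its log2, with + and - where all 4 z-scores passed 3 or -3. TEAD is highest in HB (1.45) and RUNX in HP (1.37).

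The promoters of 28 genes fixed beforehand were examined next. A site lay within 1 kb of an annotated TSS for 17 of them in MES, 18 in HB, 20 in HE, 14 in HP and 11 in MAC. Among all 21000 protein-coding genes, the share with a site within 1 kb of a curated TSS was 56.0% in MES, 57.6% in HB, 60.3% in HE, 49.0% in HP and 48.6% in MAC. Elk4, Lmo2, Meis1, Runx1 and Kdr had a promoter site in all 5 stages. The genes of the sorting markers otherwise differed by stage. The gene T, which encodes Brachyury (chromosome 17, TSS at 8434423), had a promoter site in MES and HB, Tek (chromosome 4, 94739289) in HE only, Itga2b, which encodes CD41 (chromosome 11, 102469883), in HE and HP, and Itgam, which encodes CD11b (chromosome 7, 128062640), in MAC only. Kit (chromosome 5, 75574987) had a site in all stages but MAC. The HE list had a site at Itga2b, and HE was sorted as CD41-.

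Of the pluripotency genes, Pou5f1 had a promoter site in MES only, Sox2 in MES and HB, and Nanog and Esrrb in MES, HB and HE. Tal1 had a site from HB on, Spi1, which encodes PU.1, from HE on, Gfi1 in HB and HE, Fli1 in HE and MAC, and Gata2 in all stages but MAC. Gfi1b and Csf1r had a site in MAC only. For Cebpb (chromosome 2, 167688915) and Gata1 (chromosome X, 7967910) no site was listed within 2 kb of a TSS in any stage, though 15 regions open in MAC lay over 2 kb and up to 100 kb from Cebpb as the nearest gene. Yap1 (chromosome 9, 8004596), Tead1 (chromosome 7, 112679356), Tead2 (chromosome 7, 45215792) and Tead3 (chromosome 17, 28350805) had a promoter site in all stages but MAC, and Tead4 (chromosome 6, 128300813) in MES, HB and HE. A reach of 2 kb changed the pattern of 1 gene, Csf1r, which then also had a site in HE. A reach of 100 bp changed 4 genes, Fli1, Meis1, Pou5f1 and Itgam, the last 2 of which then had none.

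At the Tal1 locus on chromosome 4, 12 merged regions lay between 10 kb upstream and 50 kb downstream of the TSS at 115056426. The promoter region (115056516 to 115057457), with its centre in an intron of Tal1, was open in HB, HE, HP and MAC. Upstream, an intergenic region at 115052468 to 115053114 was open in all 5 stages and another at 115047657 to 115048464 in HE, HP and MAC. A region in a coding exon of Tal1 (115063015 to 115063917) was open in MES, HB, HE and HP. A region in the untranslated part of an exon (115071458 to 115071957) was open in HE only. Downstream of the gene, an intergenic region 19.1 kb from the TSS (115075107 to 115075964) was open in HE, HP and MAC, and a further one 23.1 kb away (115079258 to 115079757) in HE only. The region at 115085457 to 115085957 was open in HE and MAC. At the TSS of Pdzk1ip1, a region at 115088318 to 115089015 was open in MES and HB. The region 39.7 kb from the Tal1 TSS (115095665 to 115096506) was intergenic and open in all 5 stages. Beyond it, a region at 115101466 to 115102106 was open in HB and MAC and another at 115103615 to 115104114 in HP only. Of the 12 regions, 9 thus held a site of HE.

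**Figure D5:**
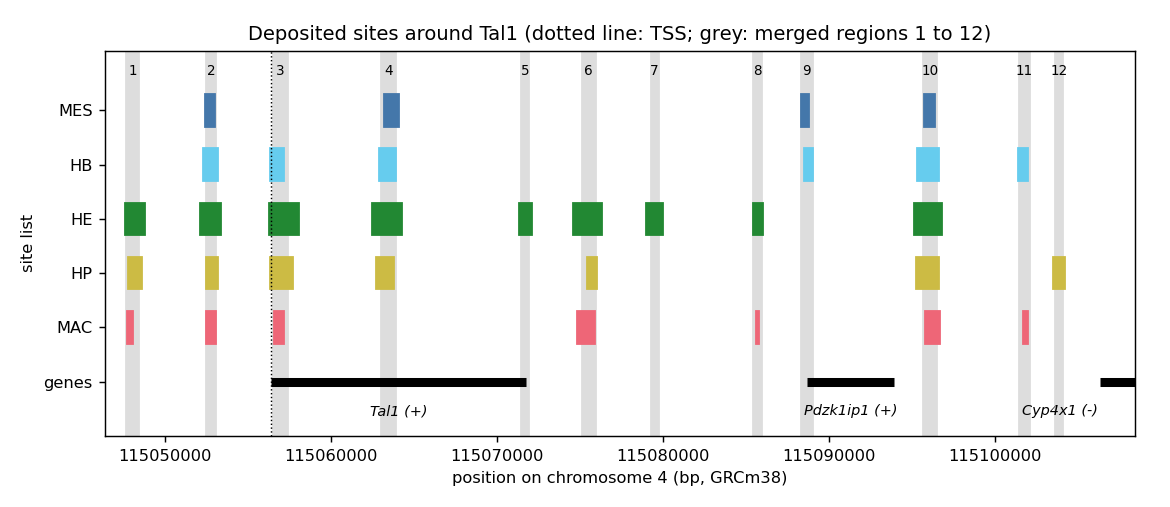
Deposited sites of each stage (coloured boxes, rows) along chromosome 4 in base pairs of GRCm38 around Tal1, with the 12 merged regions in grey, the TSS as a dotted line and protein-coding genes as black bars. HE has 9 sites here and MES has 4.

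Finally, the protein-coding genes with most regions open in a single stage, over 2 kb and up to 100 kb away, were listed for each stage. In HE these were Kdr (11 of its 23 regions), Dlc1 (10 of 23) and Ets1 (10 of 26). In MAC they were Lpp (22 of 29), Trib1 (17 of 24) and Rbm47 (15 of 17). In HB they were Cradd (6), Tle3 (6) and Dlc1 (5), in MES Crb2 (6), Dnah8 (4) and Engase (4), and in HP Brpf3, Cmip and Col4a2 with 3 each. Over all genes, HE-only regions were 17.8% of the regions at this distance and MAC-only regions 38.2%. The assignment depended on the TSS used. With TSS of all annotated genes, 7 of the 15 entries stayed on the list, and Kdr was the nearest gene of 0 HE-only regions.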

Values the study reported

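The study, which also included ES cells and so used a longer code of stages, reported 15,443 DHSs that were present only in macrophages and 4,732 that were present only in the HE. It reported 6,750 DHSs open at all stages. Patterns that were not specific to a single stage made up approximately 30% of all DHSs.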

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

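The test in this part was chosen after the result was seen. The HP list held 4 sites on the mitochondrial chromosome (chromosome M, 2 to 1501, 2502 to 4501, 10902 to 12601 and 14302 to 16201), and the lists of MES, HB, HE and MAC held 0. They stand out as a signal outside the nuclear regions that the comparisons are about. Together they covered 43.6% of the mitochondrial chromosome, 7100 of 16299 bp. A candidate explanation is technical: mitochondrial sites may have been removed from the other lists and left in that of HP. The opposite, a larger mitochondrial signal in HP itself, would give the same lists, and the deposited positions without read counts leave the 2 open. No biological explanation was tested.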

How the results depend on the processing

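The alternatives with the widest sites of each list up to the length of the HP list and with expected numbers from regions open in another stage were chosen after the results were seen, as was clustering on overlap percentages. In all, 813 alternative values were computed for 167 results, and 586 kept their direction and their side of the threshold or stayed within the margin set for them. Among the main values of the comparisons, 62 values moved, 12 reversed, 8 weakened and 3 became stronger. Among results that are not the main value of a comparison, 129 values moved, 8 reversed and 5 weakened. The mean Jaccard index of the stage sequence stayed at a permutation p above 0.05 under each alternative run, from 0.0667 to 0.183.

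With sites at or above the median width of each list, there were 33147 merged regions, with 680 open in MES only, 2107 in HB only, 6058 in HE only, 324 in HP only, 9831 in MAC only and 5989 in all 5 stages. Regions that opened and closed numbered 4051 and 1019 from MES to HB, 8074 and 4181 from HB to HE, 1064 and 9950 from HE to HP, and 12016 and 2009 from HP to MAC. These counts fell by construction, as fewer sites entered. The overlap of MES and MAC turned to 1.11-fold over the expected number. The contiguous patterns had an exact permutation p of 0.05. Promoter shares rose to 75.4% in MES, 66.9% in HB, 57.2% in HE, 79.0% in HP, 41.1% in MAC and 91.3% in regions open in all 5 stages. The RUNX consensus in HE passed as lower, at 0.887. The cause was not tested for the overlap, the order, the shares and the motif.

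With lists thinned at random to the length of the HP list, 7376 regions were open in HE only, 3188 in HP only, 10779 in MAC only and 1328 in all 5 stages. Random loss removes sites independently in each list but that of HP, so that shared regions fall apart by construction. From MES to HB 7394 regions closed, from HE to HP 10194 opened and 10194 closed, and from HP to MAC 12198 opened and 12200 closed. The overlap fell below the expected number for MES and HE (0.945-fold), HB and HE (0.940-fold) and HP and MAC (0.871-fold), which left 4 of 10 pairs above it. The contiguous patterns had an exact permutation p of 0.2.

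With the widest sites of each list up to the length of the HP list, there were 39784 merged regions, with 2318 open in HB only, 4230 in HE only, 3249 in HP only and 8126 in MAC only. From MES to HB 3750 regions opened, from HB to HE 6919, from HE to HP 6271 with 6271 closed, which equal lengths fix to the same number, and from HP to MAC 8971. MAC shared 0.998-fold the expected number with MES and 1.002-fold with HB, neither any longer past the test's threshold, and 1.04-fold with HE. With expected numbers from regions open in another stage, these 3 folds were 1.64, 1.52 and 1.498, because regions open in no stage outside the pair, such as MAC-only regions, no longer entered the expectation. With deposited intervals in place of windows, the contiguous patterns had an exact permutation p of 0.05, and the cause was not tested.

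A promoter limit of 1 kb gave promoter shares of 49.8% in MES, 45.2% in HB, 34.8% in HE, 53.0% in HP, 25.2% in MAC and 81.1% in regions open in all 5 stages, and TSS of all annotated genes gave 59.8%, 55.2%, 44.9%, 62.4%, 34.5% and 87.5%, as fewer and more places counted as promoter. The stricter CpG definition gave CpG-rich shares of 3.81% in HE-only, 0.407% in MAC-only and 56.3% in regions open in all 5 stages, and the window of 200 bp gave 1.52% in MAC-only regions and 76.7% in regions open in all 5 stages.

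The reversed consensus sequences are a negative control and should lose the calls. They gave 20 calls, 10 higher and 10 lower. Of these, 10 matched a call of the true consensus in direction and 3 were opposite to one. A call alone therefore does not show that the consensus itself was the cause. Why the reversed sequences passed was not tested. The RUNX calls were lost in MES (0.921), HP (1.03) and MAC (1.02). The TEAD call in HE (1.07) and the T-box call in HB (1.05) were also lost. So were the CTCF calls in MES (1.96), HB (1.26) and MAC (0.563). For CTCF the reversed means stayed on the same side of 1 as those of the true consensus. These were 2.45 in MES, 1.57 in HB and 0.572 in MAC. The reversed z-scores fell to between 1.75 and 1.94 in MES and between -3.38 and -2.24 in MAC. The lost CTCF calls therefore do not show that the differences are specific to the true consensus. The reversed consensus kept the call for SOX in HE (1.19), AP1 in MAC (1.15), CEBP in MAC (1.12) and GATA in MES (0.818). The direction of the mean turned for TEAD in HB (0.826) and MAC (1.04), RUNX in HB (1.02) and the octamer in MES (0.489). It also turned for GATA in HB (0.796), HE (0.960), HP (0.871) and MAC (1.17). The same held for T-box in MES (0.892), TCF7L in HB (0.862) and PU.1 in MAC (0.966). RUNX in HE passed as lower with the central 200 bp (0.843) and with regions open in a single stage (0.851), and the cause was not tested. Of the 49 calls, 48 held with the central 200 bp, 46 with draws matched on GC content, 49 beyond 20 kb from a TSS, 44 with sites at or above the median width and 47 with regions open in a single stage, where CTCF in HB was lost (1.66).

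With TSS of any gene, 7 of the 15 genes listed for single-stage regions stayed on the list, because the nearest gene changed. The unknown depth limits each comparison of counts between stages, since the length of a list cannot be separated from the amount of open chromatin by these lists alone.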

Other observations

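The tests with the widest sites, of the widths in regions that lacked only HB, of the expected overlap of MAC, of list lengths behind the order of the stages and of the promoters of Yap1 and the Tead genes were chosen after the results were seen.

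Regions that lacked only HP (718) outnumbered the mean of those that lacked only HB or only HE by 1.94 times. The pattern depends on the merging of sites: the ratio was 1.04 with windows merged at an overlap of at least 250 bp and 5.90 with deposited intervals. If HP sites were called less often at weak regions, these regions would have narrower sites in the other stages, width being the only stand-in for strength in these lists. HE sites were 1.45 times as wide in regions open in all 5 stages (median 1600 bp) as in regions that lacked only HP (1100 bp), and MAC sites were 1.80 times as wide (900 against 500 bp). Regions that lacked only HB had the same median widths as those that lacked only HP, 1100 bp in HE and 500 bp in MAC, so the widths do not single out calling in HP and leave this open. Whether the length of the HP list alone accounts for the gap was not decided: the ratio was 0.112 with random thinning and 0.345 with the widest sites of each list at equal length, but both leave the HP list whole and shorten the others, which lowers the count by construction. A closing of regions in HP that open again in MAC remains open as an untested alternative.

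MAC-only regions outnumbered the next single-stage class, HE only, by 1.81 times. Weaker sites in MAC than in the other stages remain open: the ratio was 1.62 with sites at or above the median width, but each list was split at its own median, which cannot compare strength between lists. Thinned lists gave 1.46. This was just under the limit of 1.5 set in advance for an effect of list length, yet MAC-only regions (10649 to 10908 over the draws) stayed above HE-only regions (7248 to 7484) in each draw. The widest sites at equal length gave 1.92. In both, MAC-only regions stayed the largest single-stage class at equal numbers of sites, a reading of the thinned lists made after their value was seen. Random thinning keeps the mix of stronger and weaker sites of each list, so it cannot exclude a deeper or more permissive call in MAC. The test with the widest sites bears on this only as far as width stands for strength. A biological difference between macrophages and the earlier stages stays possible, and with 1 list per stage so does a difference between preparations.

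Setting sites to windows around their middle might split overlapping sites into single-stage regions. Only 8.79% of single-stage regions had a deposited interval that overlapped a site of another stage, from 4.55% for MAC only to 15.4% for HP only, so this is unlikely to make most of the class.

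The CTCF consensus was more frequent in distal regions of MES that were absent from another stage. Neither GC content nor weak sites removed this: the lowest of its 4 z-scores was 21.7 with draws matched on GC content and 7.43 with sites at or above the median width. The reversed CTCF consensus lost the call in MES, with z-scores from 1.75 to 1.94 and a mean of 1.96. The mean of the true consensus was 2.45, so the lost call does not show that the pattern is specific to it. Among regions over 2 kb from a TSS, those with the consensus numbered 1474 of 10459 in MES, 1395 of 12994 in HB and 1263 of 20917 in HE. They numbered 753 of 7957 in HP and 1270 of 27065 in MAC. The share therefore also depends on how many other regions a list holds, and this was not separated. A hypothesis is a change in CTCF occupancy between MES and the later stages, which these lists do not measure, and a difference in preparation was not tested.

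MAC shared fewer regions with MES, HB and HE than expected within the merged set. When the expected number came from regions open in a stage outside the pair, the lowest of the 3 folds was 1.498. That the folds lie under 1 is consistent with an effect of the chosen universe. This universe raised all 10 pairs, the other 7 to between 1.86 and 3.09, and the 3 pairs with MAC stayed the lowest, so the lower overlap of MAC relative to the other pairs is not accounted for.

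The stage sequence did not have the highest neighbour overlap of the 60 orders. Unequal list lengths were tested as the reason: 11 orders were as high with thinned lists and 4 with the widest sites, so equal lengths did not put the sequence on top.

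Yap1 and Tead1 to Tead4 had a promoter site in MES, HB and HE and none in MAC, 5 of 5 genes. Among all protein-coding genes with a site in those 3 stages, 14.8% (1650 of 11132, Wilson interval 14.2 to 15.5) had none in MAC, so a general lack of promoter sites in MAC is unlikely to be the whole reason. These 5 genes had been listed for their role in the study, and their common pattern was noticed in these data. A loss of promoter accessibility in macrophages is a hypothesis, beside the lower TEAD consensus in MAC. By RNA, the study reported that these genes were expressed less from HP on and hardly at all in macrophages. In HP, Yap1 and Tead1 to Tead3 still had a promoter site, so the listed sites and the reported expression differ at that stage.

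HE-only regions numbered 11797 here. That is higher than the value quoted from the study above. The numbers of MAC-only regions and of regions open in all 5 stages were also higher than the quoted ones, by a smaller factor. The code of the study included ES cells. Each of these classes here holds regions with and without a site in ES cells, which by itself raises the counts. Whether it accounts for the size of the differences was not tested.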
